A study of Homo sapiens with 6 samples. Its data were reported in "Glioma-derived IL-33 orchestrates an inflammatory brain tumor microenvironment that accelerates glioma progression" (2020).

How the data were processed

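Gene expression was measured in U87 cells, an established human glioma line, on 6 Affymetrix PrimeView arrays. According to the labels, 1 array held cells with the empty vector (control), 3 held clones with full-length IL-33 (numbered 3, 5 and 9), and 2 held clones with IL-33 that lacked its nuclear localization signal (ΔNLS, numbered 3 and 4). IL-33 is a cytokine of the IL-1 family that is also found in the nucleus, bound to chromatin. A clone was treated as a replicate of its construct. The labels do not say whether the RNA of the clones came from separate cultures or runs, so the p-values measure only the spread between these clones, which holds their differences from each other and any technical variation. The control was 1 array, and its spread was taken to be that of the clones. A clone number shared between the constructs was not used as a pairing.

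The authors extracted total RNA, labelled it with a 3′ in vitro transcription kit and scanned the arrays. The deposited values are on a log2 scale with 1 value per probe set and array, and were normalized by the authors before deposit. The submitters' processing notes name Partek 6.0. The background correction and normalization methods were not given in the sources used here. The base of the log was not given either. The highest value of all arrays, 14.16, was above the natural log (11.09) and the log10 (4.82) of the largest reading of a scanner of this kind, so base 2 was used. The sorted values of the control and IL-33 arrays differed by 0.00837 to 0.023 on average between arrays, those of the ΔNLS arrays by 0.0273, and those of an array of one set and an array of the other by 0.154 to 0.161. The construct of the ΔNLS clones and this set of arrays cannot be told apart. Arrays have no read depth, and the number of arrays limits the precision.

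Each array had 49395 probe sets. In the platform annotation 44994 of them had 1 gene symbol, 1832 had several and 2569 had none. Probe sets with several symbols or none were left out of the gene values. Of the 18132 genes, 11735 had several probe sets, and the probe set with the highest mean over the 6 arrays was used. Symbols were updated through a RefSeq gene table of GRCh38.p14, which held 18112 of the genes. That table was used only for names and for chromosome and order along it, and no coordinates are given. The 95th percentile of the mean level of 340 olfactory receptor genes, which are not known to be expressed in glioma cells, served as a background level of 4.80 (log2).

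Differences were tested in limma 3.58.1 (R 4.3.3) with lmFit and eBayes with a trend of the spread on the level, two-sided, with Benjamini-Hochberg adjustment over all 18132 genes and a threshold of 0.05 on the adjusted p. All 6 arrays entered 1 fit with 3 group means, which left 3 residual degrees of freedom (2.81 prior). The methods of the study name a test made for counts, with at least a 2-fold change and a false discovery rate of 0.01. These values are not counts, so limma took its place, and the numbers of genes at that threshold are given as well. There were 3 comparisons: IL-33 with control, ΔNLS with control, and IL-33 with ΔNLS. Each log2 difference is the first group minus the second.

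In total 31 gene lists were fixed before the data were examined and tested with camera from limma against all other genes, with a preset correlation of 0.01 between genes and again with an estimated correlation, adjusted over the 31 lists of a comparison. The genes named in the text followed a rule fixed at the same time. They were IL33, the cytokines that the study named and a part of those that it measured. Added were the 10 genes with the largest increase and the 10 with the largest decrease in IL-33 against control and against ΔNLS. In ΔNLS against control 6 and 6 were taken. Only genes past the threshold whose arrays did not overlap entered these. The rule also added up to 4 members of each list with the smallest p. Genes with no official symbol and open reading frames were skipped among the largest changes. Genes outside the rule are said to be so.

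The test was tested on simulated data with 200 changed genes among 18132, drawn with the level of these arrays and the spread of the clones. The simulated control was given that spread too. The shares and false calls therefore do not show how the test does if the real control varies otherwise. With IL-33 changed, 82.1% of genes changed by 1 on the log2 scale, 95.5% of those changed by 2 and 98.5% of those changed by 3 were recovered against control, with 11 false calls. Against ΔNLS these shares were 97%, 95.5% and 100% with 13 false calls. With ΔNLS changed, 71.6%, 98.5% and 100% were recovered against control, with 12 false calls, and 91%, 98.5% and 100% in IL-33 against ΔNLS, with 11 false calls. A planted list was found by camera, and 0 of the other lists were called.

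The alternatives were a fit of only the groups compared, leaving out each clone in turn, eBayes without the trend or with a robust prior, arrays centred on their median, quantile normalization over the 6 arrays, the mean of all probe sets of a gene, and a filter on genes below the background level. An alternative chosen after the data were seen left out the genes of chromosomes whose median differed from the control in all 3 IL-33 clones by more than in 10000 random gene sets of the same size, over 11578 genes above background.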

Results

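Expression of 18132 genes was compared between U87 glioma cells with an empty vector (1 array), 3 clones with full-length IL-33 and 2 clones with IL-33 lacking the nuclear localization signal (ΔNLS). The median over all 49395 probe sets was 5.62 (log2) in the control, 5.61 to 5.62 in the IL-33 clones, and 5.43 in both ΔNLS clones. Between 64.5% and 65.3% of genes lay above the background level of 4.80 in the control and IL-33 arrays, and 61.8% and 62.2% in the ΔNLS arrays. Across genes, which are not independent replicates, the IL-33 clones correlated with each other at r of 0.991 to 0.995 and with the control at 0.969 to 0.981. The ΔNLS clones correlated with each other at 0.997 and with the other arrays at 0.951 to 0.968.

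The transfected gene was examined first. IL33 was at 3.46 in the control, below background, and in the IL-33 clones at 8.38 (clone 3), 6.40 (clone 5) and 9.50 (clone 9). In ΔNLS clones 3 and 4 it was at 6.50 and 6.62. All 5 clones lay above the control on each of 3 IL33 probe sets, although on 1 of them clone 3, at 7.15, was above clone 9, at 6.64. The mean difference of IL-33 from control, at least 3.29 with the control set to background and 4.63 ± 1.07 as measured (SE, 3 clones against 1 array), did not pass the test (limma, adjusted p = 0.0575), nor did that of IL-33 from ΔNLS, 1.53 ± 0.85 (adjusted p = 0.184). The latter was 2.37 and passed without IL-33 clone 5 (0.00789; 0.00789 to 0.485 over all alternatives), and was 0.82 without clone 9. The difference of ΔNLS from control, 3.10 ± 1.14, did not pass (adjusted p = 0.0774) in the fit that took its spread from all clones, and passed in 3 of 12 alternatives (0.00478 to 0.281), with 0.00478 when only the ΔNLS and control arrays were fitted, 0.00752 without IL-33 clone 5 and 0.0446 without clone 9. Without IL-33 clone 5, which had the lowest level, the first was 5.48 (adjusted p = 0.0102; 0.0102 to 0.196 over all alternatives). With the control set to background, the difference of ΔNLS from control was at least 1.76. Where these probes lie relative to the transfected cDNA was not known.

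The first comparison asked which genes differ between cells with full-length IL-33 and control cells. IL1B, which encodes the inflammatory cytokine IL-1β, rose 55.0-fold, from 6.64 in the control to 12.42 ± 0.96 (SD, n = 3; log2 difference 5.78 ± 0.66 SE, adjusted p = 0.0127). LIF, a cytokine of the IL-6 family, rose 27.1-fold, from 5.12 to 9.88 ± 1.13 (4.76 ± 0.78, adjusted p = 0.0276). Of the cytokines that the study named in these cells, 8 could be matched to a gene, and these 2 of the 8 passed the test. A further name, MIP, stands for more than 1 gene and was left out. The other 6 were at higher mean levels in the clones but did not pass: CSF3 (granulocyte colony-stimulating factor, 3.20 ± 1.23, adjusted p = 0.17), CCL2 (a monocyte chemoattractant, 3.09 ± 1.08, 0.14, or 1.39 with the control, which was below background, set to 4.80), IL6 (3.79 ± 1.62, 0.211), CXCL8 (interleukin 8, which attracts neutrophils, 2.68 ± 1.33, 0.273), CXCL3 (2.44 ± 1.80, 0.468) and IL1RN (the IL-1 receptor antagonist, 1.12 ± 0.92, 0.525). CXCL1 and CCL3, further chemokines measured as proteins by the study, differed by 0.48 ± 0.68 and 1.47 ± 0.96 (adjusted p = 0.742 and 0.407). Without IL-33 clone 5, CCL2 passed (adjusted p = 0.0173), and with the mean of all probe sets of a gene LIF did not (0.0548; 0.0143 to 0.141 over all alternatives).

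Each of the 8 cytokines was above the control in all 3 IL-33 clones. Clone 9 had the highest level and clone 5 the lowest for all 8. IL33 itself had that order on the probe set used, though on another of its probe sets clone 3 was above clone 9. IL6, for example, was at 5.60 in the control and at 8.54, 7.54 and 12.07 in clones 3, 5 and 9, and CXCL8 was at 8.07 in the control and at 10.33, 9.04 and 12.88. For 7 of the 8 the difference was at least 2-fold in 2 or more clones, and for 5 it was so in all 3. The list was called higher as a group (camera, adjusted p = 0.00453), with 2 members higher, 0 lower and 6 not passed, and 2 higher when adjusted over the list alone. The call was lost with an estimated correlation (adjusted p = 0.71 with an estimated correlation), without either ΔNLS array in the fit (0.0653), in a fit of only the IL-33 and control arrays (0.0654), and without the genes of the shifted chromosomes described further on (0.133). A list of 10 genes was also called higher in the same test (adjusted p = 0.00338, and adjusted p = 0.71 with an estimated correlation). Their proteins were among a larger panel of cytokines that the study measured. They include IL33, whose level the construct sets. Of them 2 were higher and 8 not passed, and 3, IL33 among them, were higher when adjusted over the list alone. That call ended without the shifted chromosomes (0.129). The study chose both lists on these cells, so neither is independent evidence of a direction.

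**Figure D1:**
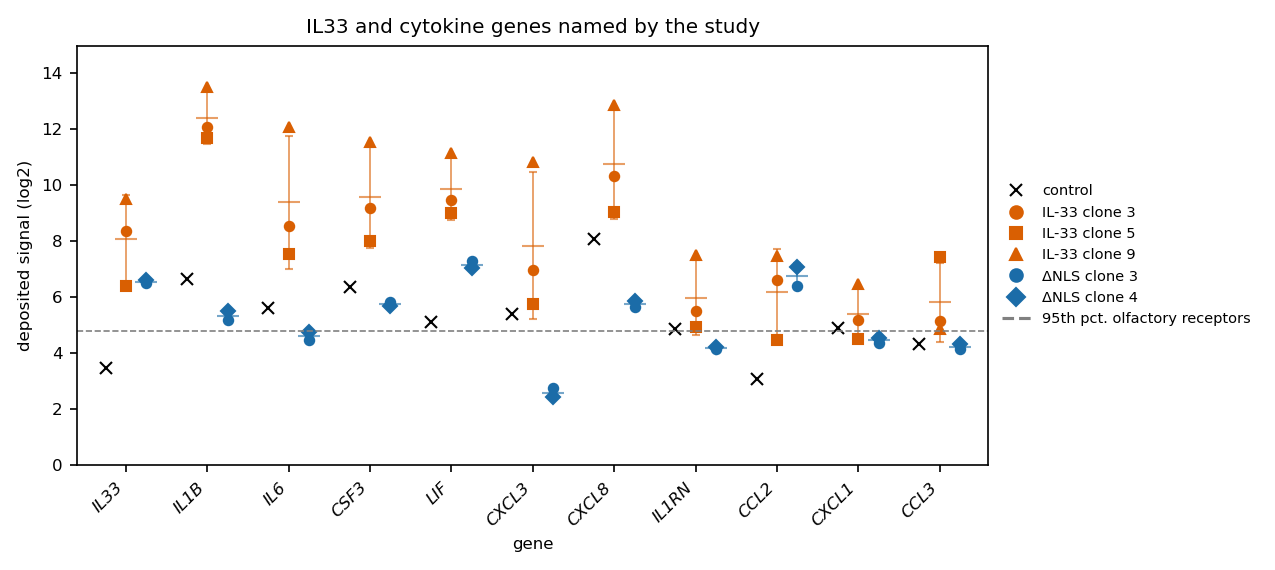
Deposited log2 signal (vertical axis) of IL33 and of the cytokine genes named or measured by the study (horizontal axis) in each of the 6 arrays, with group means and SD as bars for the IL-33 (n = 3) and ΔNLS (n = 2) clones and a dashed line at the background level of 4.80. IL1B lay between 11.68 and 13.50 in the IL-33 clones, at 6.64 in the control and at 5.18 and 5.50 in the ΔNLS clones.

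Over all genes, 661 were higher and 726 lower in the IL-33 clones (limma, adjusted p under 0.05), of which 300 and 357 differed by at least 2-fold. At the study's threshold the counts were 60 and 92. Regardless of the test, 272 genes were at least 2-fold higher and 336 at least 2-fold lower in each of the 3 clones than in the control. These calls depended on arrays outside the comparison: without ΔNLS clone 3 or clone 4 no gene passed in limma, with 4444 and 4441 genes at an unadjusted p under 0.05 and smallest adjusted p of 0.0655 and 0.068. A fit of only the control and IL-33 arrays gave 0 calls as well, with 2534 higher and 1911 lower genes at an unadjusted p under 0.05. Without IL-33 clone 9 the counts were 149 and 192, and 43 of the 89 calls of named genes were lost, all 89 being lost without either ΔNLS clone.

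The other 8 of the 10 largest increases were in genes below background in the control, and in 9 of the 10 largest decreases the mean of the clones was below background. The sizes and order of these differences thus rest on signals not above background, and with that signal set to 4.80 the bounds were at least 4.55 for E2F7 and -2.93 for HSD17B2, but -1.85 for CFI and -0.55 for SLC38A4, which is below 2-fold. E2F7, a repressor of E2F target genes, rose by 6.66 ± 0.32, from 2.69 to 9.35 ± 0.43 (adjusted p = 0.00164). CDH11, a cadherin of mesenchymal cells, rose by 6.27 ± 0.49, and MAGEA1, an antigen normally limited to germ cells, by 5.84 ± 0.43. SLITRK2, a neuronal membrane protein, rose by 5.60, TPD52 by 5.20, B3GALNT1, a glycosyltransferase, by 4.84, ZNF91, a zinc finger repressor of retrotransposons, by 4.71, and GPR37, an orphan receptor, by 4.62. The largest decrease was in HSD17B2, an enzyme that inactivates estradiol and testosterone, which fell by 5.10 ± 0.12, from 7.74 to 2.63 ± 0.07 (adjusted p = 0.000283). TRPM8, a cold-sensing ion channel, fell by 3.96, ULBP1, a ligand of the NKG2D receptor of natural killer cells, by 3.77, CPE, which trims prohormones, by 3.70, and SYTL5 by 3.69. CFI, the complement factor I protease, fell by 3.55, PCSK5, a proprotein convertase, by 3.49, SLC38A4, an amino acid transporter, by 3.33, and CSTA, the protease inhibitor cystatin A, by 3.33. Of the 10 largest decreases 9 are named here. In total 8 of the 10 increases and 9 of the 10 decreases were also called in the same direction in ΔNLS against control. IL1B, LIF and CFI were the exceptions, at -1.30 ± 0.71, 2.05 ± 0.83 and 0.55 ± 0.20 there. Sizes also depended on the probe set. With the mean of all probe sets of a gene the difference was 2.31 for CDH11, 3.70 for E2F7, 3.15 for SLITRK2, 3.38 for TPD52 and 3.13 for ZNF91, and -1.67 for TRPM8, -2.40 for ULBP1, -2.29 for SYTL5 and -1.55 for SLC38A4, and these 9 calls were kept. The calls of CPE, CSTA and PCSK5 were lost without IL-33 clone 9 (adjusted p = 0.0741, 0.0947 and 0.118). IL1B, LIF and CFI also differed between the constructs, with IL1B and LIF higher (7.08 and 2.71) and CFI lower (-4.10) in IL-33 than in ΔNLS.

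**Figure D2:**
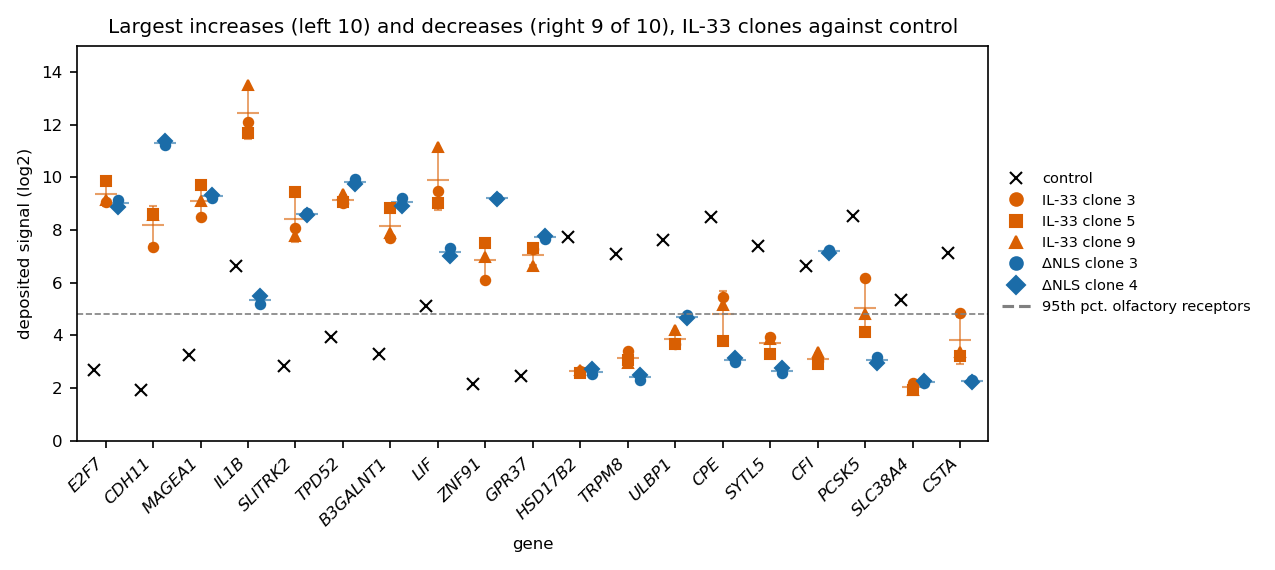
Deposited log2 signal (vertical axis) in each of the 6 arrays of the 10 genes with the largest increase and 9 of the 10 with the largest decrease in IL-33 clones against control (horizontal axis), with means and SD of the IL-33 (n = 3) and ΔNLS (n = 2) clones and a dashed line at the background level of 4.80. HSD17B2 lay at 7.74 in the control and between 2.53 and 2.71 in the 5 clones.

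Several genes of amino acid supply and stress fell in the IL-33 clones. Of 28 members of the unfolded protein and ATF4 list, 14 were lower, 0 were higher and 14 did not pass (camera, adjusted p = 2.04e-07; adjusted p = 0.239 with an estimated correlation), and 17 were lower and 3 higher when adjusted over the list alone. SLC7A5, a transporter of large neutral amino acids, fell by 2.68 ± 0.19, CHAC1, which degrades glutathione, by 2.19 ± 0.15, and PSAT1, an enzyme of serine synthesis, by 1.95 ± 0.12. TRIB3, a pseudokinase induced by ATF4, fell by 2.14 ± 0.11. The hypoxia and glycolysis list was called lower too, with 11 of 28 members lower, 0 higher and 17 not passed (adjusted p = 8.61e-13; adjusted p = 0.71 with an estimated correlation), and 20 lower when adjusted over the list alone. PFKFB4, a regulator of glycolysis, fell from 10.24 to 8.23 ± 0.22 (SD), INSIG2, which restrains sterol synthesis, by 1.87 ± 0.20, ENO2, the neuronal enolase, by 1.55 ± 0.23, and HK2, a hexokinase, by 1.26 ± 0.18. With the mean of all probe sets SLC7A5 was at -1.64. Without IL-33 clone 9 the calls of PFKFB4, HK2 and ENO2 were lost (adjusted p = 0.0657, 0.0708 and 0.0729).

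Targets of NF-κB, a transcription factor of inflammatory signalling, were called higher as a list (camera, adjusted p = 5.4e-05; adjusted p = 0.71 with an estimated correlation), with 4 of 32 higher, 0 lower and 28 not passed, and 8 higher when adjusted over the list alone. Apart from IL1B, the 4 were ICAM1, a leukocyte adhesion molecule, at 1.62 ± 0.28, RELB, an NF-κB subunit, at 0.78 ± 0.14, and NFKBIE, an NF-κB inhibitor, at 0.77 ± 0.13. The extracellular matrix list was called lower (adjusted p = 0.00338; adjusted p = 0.71 with an estimated correlation), although 37 of its 40 genes did not pass. The 3 that fell were COL5A1, a collagen chain, at -2.56 ± 0.43, FBN1, which encodes fibrillin 1, at -1.46 ± 0.18, and LOX, which crosslinks collagen, at -1.02 ± 0.14, and the same number was lower when adjusted over the list alone. The list of genes named ZNF, mostly zinc finger transcription factors, was called higher (adjusted p = 0.00453; adjusted p = 0.71 with an estimated correlation), with 42 of 486 higher, 9 lower and 435 not passed, and 62 and 13 when adjusted over the list alone. ZNF562 rose by 3.14 ± 0.21 (1.55 with the mean of all probe sets) and ZNF765 by 1.81 ± 0.14, from levels below background (1.47 and 1.60 with the control set to 4.80). Cell cycle genes were lower as a list (adjusted p = 0.00593; adjusted p = 0.71 with an estimated correlation), although single members passed in each direction: MCM7, a helicase subunit of DNA replication, rose by 0.61 ± 0.11, CDC25C, a phosphatase that starts mitosis, fell by 0.70 ± 0.14, and 0 of 41 passed when adjusted over the list alone. That call ended without the genes of the shifted chromosomes (adjusted p = 0.0596). Without IL-33 clone 9 the calls of ICAM1, RELB, NFKBIE, COL5A1, FBN1, LOX, MCM7 and CDC25C were lost, at adjusted p of 0.0552 for FBN1 to 0.0987 for CDC25C. RELB also missed the threshold without clone 5 (0.0504), and CDC25C without clone 3 (0.0511).

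**Figure D3:**
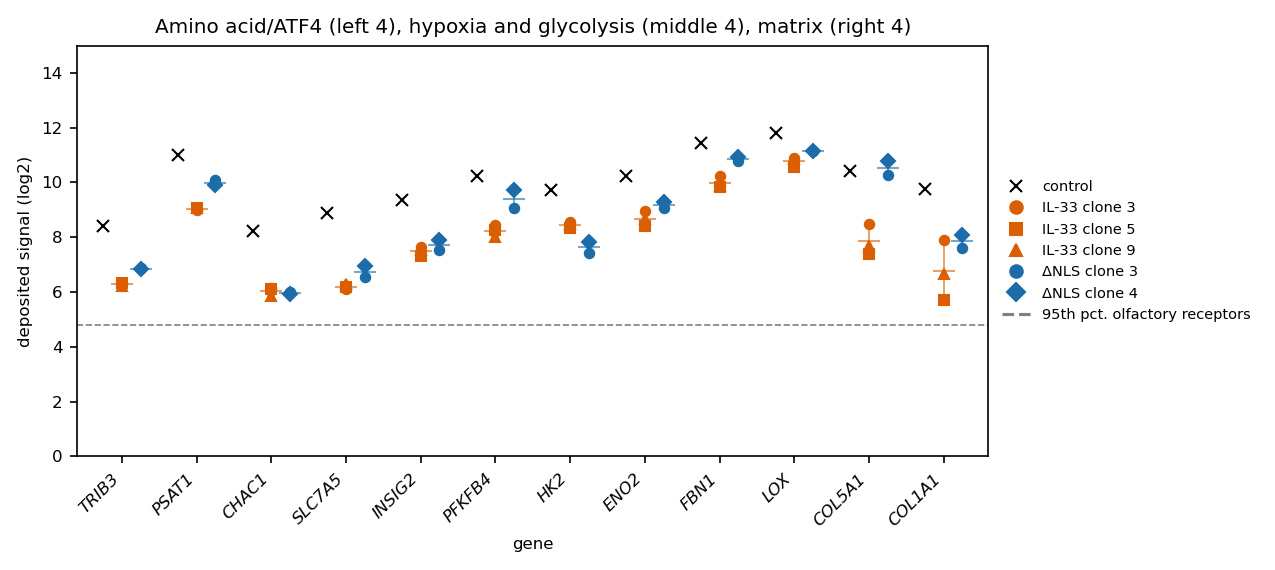
Deposited log2 signal (vertical axis) in each of the 6 arrays of 4 genes each of the unfolded protein and ATF4, hypoxia and glycolysis, and extracellular matrix lists (horizontal axis), with means and SD of the IL-33 (n = 3) and ΔNLS (n = 2) clones and a dashed line at the background level of 4.80. SLC7A5 lay at 8.88 in the control and between 6.11 and 6.96 in the 5 clones.

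Genes also differed by chromosome between the control and the clones. Among 403 genes of chromosome 4 above background, the median difference from the control was -0.35 (clone 3), -0.56 (clone 5) and -0.44 (clone 9) with IL-33, and -0.76 and -0.81 in ΔNLS clones 3 and 4. Among 385 genes of chromosome 14 it was -0.28, -0.36 and -0.35, and -0.43 and -0.48. In each of the 5 clones these medians lay below those of all 10000 random gene sets of the same size. Among these genes above background, in IL-33 against control, 83 of chromosome 4 were lower and 1 was higher, and 68 of chromosome 14 were lower and 1 was higher. CPE and CFI are on chromosome 4. Chromosomes 13 and 18 had higher medians in the IL-33 clones (0.30 and 0.37 for their mean), and chromosomes 2 and 22 lower and chromosome 9 higher ones, by 0.15 or less. In ΔNLS clones 3 and 4 chromosome 13 was at 0.172 and 0.081 and chromosome 18 at 0.077 and 0.078, within the random range. These 2 shifts thus also enter the comparison of the constructs. In IL-33 against control chromosome 18, split into 2 parts along its length, was at 0.098, within the random range, and at 0.744. Both parts of chromosome 22 lay within it. These 7 chromosomes held 4093 of the 18132 genes. Of the calls over all genes, those below background included, 290 of 726 lower and 149 of 661 higher ones lay on them. Without their genes 408 genes were lower in place of 726 and 460 higher in place of 661. Chromosomes 3 and 19 were not among the 7, as both lay within the random range in IL-33 clone 3. Their medians lay above it for the mean of the IL-33 clones (0.103 and 0.112) and of the ΔNLS clones (0.093 and 0.174). ZNF91 is on chromosome 19. Whether the calls of the ZNF list follow from the shift of that chromosome was not tested.

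**Figure D4:**
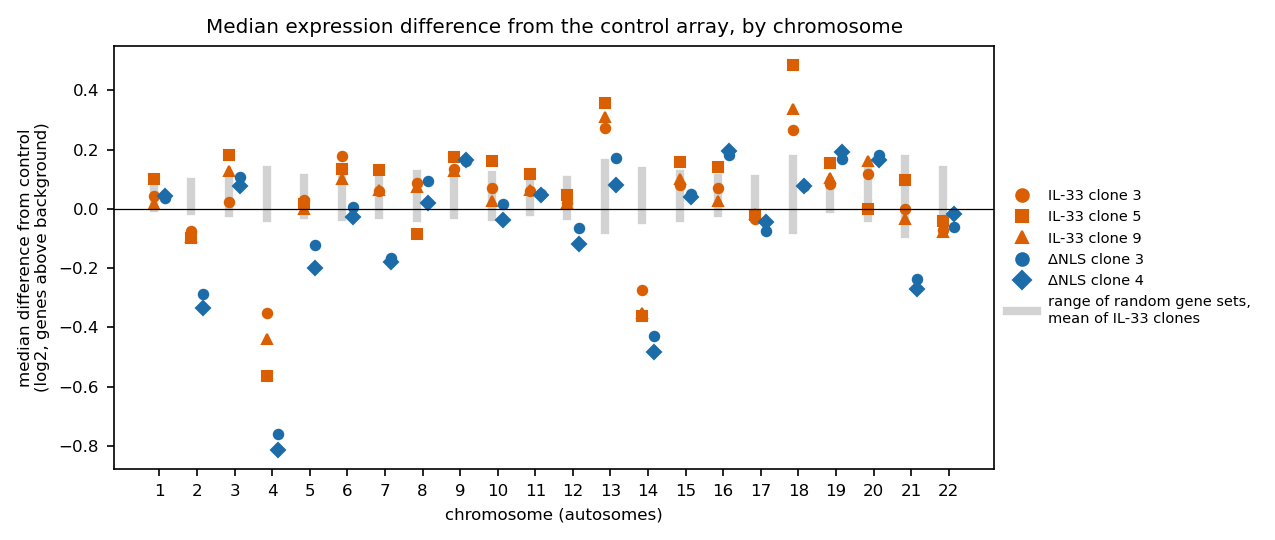
Median log2 difference from the control array (vertical axis) of the genes above background on each autosome (horizontal axis) in the 3 IL-33 clones and the 2 ΔNLS clones, with the range of 10000 random gene sets of the same size for the mean of the IL-33 clones as grey bars. All 5 clones lay below the grey bar on chromosomes 4 and 14.

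The second comparison asked what cells with IL-33 that lacks the nuclear signal share with, and how they differ from, control cells. In all 12 of the genes named first here the lower of the levels was below background, so the sizes and order of these differences rest on signals not above background. CDH11 rose by 9.37 ± 0.53 (adjusted p = 0.000902), EFEMP1, a matrix glycoprotein, by 7.82 ± 0.39, ZNF91 by 7.05 ± 0.53, and E2F7 by 6.31 ± 0.34. With the mean of all probe sets CDH11 was at 4.72 and E2F7 at 3.55. MAGEC1 and VCX, which are normally expressed in the testis, rose by 6.92 ± 0.32 and 6.43 ± 0.26. OCIAD2 fell by 7.91 ± 1.37, HMGN3, which binds nucleosomes, by 7.56 ± 1.75, UBE2K, a ubiquitin-conjugating enzyme, by 6.78 ± 2.06, IL13RA2, a decoy receptor of IL-13, by 6.65 ± 1.35, QPCT, a glutaminyl cyclase, by 6.12 ± 0.63, and TMEM200A by 6.10 ± 1.17. Of the 8 cytokines of the study, 0 passed. CCL2 came closest, at 6.75 ± 0.47 (SD, n = 2) against 3.10, below background, in the control (3.66 ± 1.15 SE, adjusted p = 0.0509, or 1.95 with the control set to 4.80), and it passed in 7 of 12 alternatives, whose adjusted p ranged from 0.00502 to 0.244. LIF differed by 2.05 ± 0.83 (adjusted p = 0.0998), IL1B by -1.30 ± 0.71 (0.193), and CXCL8 by -2.31 ± 1.41 (0.238). In these tests the spread of the IL-33 clones entered as well. With only the ΔNLS and control arrays in the fit, all 8 cytokines passed, CCL2 (0.00839) and LIF (0.00794) higher and the other 6 lower, IL1B (0.0175) and CXCL8 (0.00685) among them, on the spread of 2 clones. For IL6, CXCL3 and IL1RN the ΔNLS mean was below background, and with it set to 4.80 the differences were -0.80, -0.61 and -0.07. In the fit of all arrays the 10 genes measured as proteins had 0 calls too. Neither list had calls there when adjusted over the list alone or in camera (adjusted p = 0.936 and 0.801).

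In total 2680 genes were higher and 4267 lower in the ΔNLS clones (limma, adjusted p under 0.05), 634 and 1083 of them at the study's threshold. The ΔNLS construct and the set of arrays it was run in cannot be told apart. Among probe sets that report on handling, the poly-A spike-ins, added to the RNA before labelling, lay between 1.58 and 2.39 below the control in the ΔNLS arrays (-1.58 and -2.39), against -0.01 to -0.12 in the IL-33 arrays. The shares of higher and lower calls also moved with the scaling: 38.6% of calls were higher as deposited, 60% (4241 higher, 2822 lower) with arrays centred on their median, which moved the median of all genes by 0.186, and 54.8% (3615 and 2985) after quantile normalization, which moved it by 0.14. With 1 ΔNLS clone left out, 1237 to 1263 genes were higher and 2370 to 2545 lower, and the calls of OCIAD2, HMGN3, UBE2K, IL13RA2 and TMEM200A were lost without either clone, at adjusted p of 0.0877 to 0.216. The call of UBE2K was also lost without IL-33 clone 9 (0.0671) and with a robust prior (0.079). The spread of the lone clone was then taken from the IL-33 clones.

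The list of cholesterol and fatty acid synthesis was called higher in the ΔNLS clones, with 10 of 16 higher, 0 lower and 6 not passed (camera, adjusted p = 6.55e-06; adjusted p = 0.889 with an estimated correlation), and 12 higher when adjusted over the list alone. HMGCS1, an early enzyme of the mevalonate pathway, rose by 2.46 ± 0.29, INSIG1, a sterol-regulated inhibitor of the pathway, by 1.61 ± 0.23, and SCD, a fatty acid desaturase, by 1.35 ± 0.23. Cancer-testis antigens were called higher as a list (adjusted p = 6.55e-06; adjusted p = 0.432 with an estimated correlation), with 9 of 13 higher and 0 lower, and 11 higher and 1 lower when adjusted over the list alone. They included MAGEC1, MAGEA1 at 6.02 ± 0.45 and PAGE1 at 4.74 ± 0.20, all below background in the control, and with the control set to 4.80 the differences were 4.74, 4.47 and 2.48. Of 35 ribosomal protein genes, 23 were higher and 1 lower (adjusted p = 1.53e-08; adjusted p = 0.634 with an estimated correlation), with the same counts when adjusted over the list alone, with 29 and 0 with centred arrays and 14 and 1 after quantile normalization. RPS3 rose by 1.35 ± 0.11. The unfolded protein and ATF4 list was called lower, with 13 of 28 lower and 1 higher, and the same counts when adjusted over the list alone (adjusted p = 0.00704; adjusted p = 0.517 with an estimated correlation; 0.0536 without ΔNLS clone 4). DDIT3, a transcription factor of the stress response, fell by 2.07 ± 0.14, CHAC1 by 2.27 ± 0.16, SLC7A5 by 2.13 ± 0.20 and TRIB3 by 1.57 ± 0.12. The ZNF list was called higher (adjusted p = 0.00952; adjusted p = 0.991 with an estimated correlation), with 120 of 486 higher, 66 lower and 300 not passed, and 122 and 66 when adjusted over the list alone. With centred arrays 158 were higher and 36 lower, and after quantile normalization 150 and 38. ZNF423 rose by 5.42 ± 0.16 and ZNF562 by 4.20 ± 0.22, or 3.43 and 2.52 with the control set to 4.80. The call of the ZNF list was lost without ΔNLS clone 3 (0.0513) and with a filter on genes below background (0.207), and that of SCD without ΔNLS clone 3 (0.0866) or 4 (0.0716) and with the mean of all probe sets (0.69, adjusted p = 0.159). With that mean SLC7A5 was at -1.35 and ZNF562 at 2.08.

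Genes called in both comparisons with the control were counted next. In total 432 genes were higher and 554 lower with both constructs, and 33 went in opposite directions. If the lists of calls were independent, 97.7 and 171 genes would be shared. Both comparisons used the same control array, so unchanged groups against it were simulated 20 times. The control was taken to vary like the clones, which 1 array cannot show. In the simulations 0 genes higher and at most 1 lower were shared, but unchanged groups give almost no calls at all. These counts thus cannot show how many of the shared calls come from the common control. The log2 differences from the control correlated at r = 0.601 across genes, against 0.676 to 0.727 in the simulations, and their covariance was 0.26 against 0.0251 to 0.0296, a difference of 0.232 from the simulated median. The simulated r follows from the numbers of arrays in the groups, so it is no evidence either way. The single control array cannot be split, so part of the excess in shared calls may come from it. Without IL-33 clone 9 the 986 shared calls fell to 274, and without either ΔNLS clone 0 were left, since no gene was then called in IL-33 against control.

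The third comparison set the constructs against each other and asked which genes differ with the nuclear part of IL-33. According to the paper, the deletion also cripples the chromatin-binding motif. It also reports that ΔNLS protein did not stay in the cells and was secreted at high levels. The contrast holds these differences too. IL33 itself was at 8.38, 6.40 and 9.50 in the IL-33 clones and at 6.50 and 6.62 in the ΔNLS clones. The level of IL33 was not separated from the nuclear part here. IL1B was the gene with the largest increase in IL-33 over ΔNLS, at 12.42 ± 0.96 against 5.34 ± 0.23 (SD, n = 3 and 2; log2 difference 7.08 ± 0.53 SE, 135-fold, adjusted p = 0.000947). Among the 10 largest increases were also CXCL3 (5.26 ± 1.42), CXCL8 (4.99 ± 1.05), IL6 (4.76 ± 1.28), PTGS2, the inducible cyclooxygenase (4.88 ± 0.84), and MMP3, a matrix metalloproteinase (5.84 ± 0.53). The rest were QPCT (5.85 ± 0.47), PNLIPRP3, a gene of the pancreatic lipase family (5.40 ± 0.33), IL13RA2 (4.75) and OCIAD2 (4.59 ± 1.02). In 7 of these 10 genes, IL1B, MMP3 and CXCL8 being the others, the ΔNLS mean was below background. Their sizes and order thus rest on signals not above background. With ΔNLS set to 4.80 the differences were 4.59 for IL6, 3.96 for QPCT, 3.77 for PTGS2 and 3.05 for CXCL3. They were 2.57 for IL13RA2, 2.54 for PNLIPRP3 and 2.06 for OCIAD2. Of the 8 cytokines, 6 were higher in IL-33 than in ΔNLS, IL1B, CXCL8, LIF (2.71 ± 0.62), CSF3 (3.81 ± 0.97), CXCL3 and IL6, and 2 did not pass, CCL2 (-0.56 ± 0.86, adjusted p = 0.611) and IL1RN (1.80 ± 0.73, 0.0891). The same 6 passed when adjusted over the list alone. Of the 10 genes measured as proteins, 5 were higher, IL33 not among them, and 5 when adjusted over the list alone. Neither list was called in camera (adjusted p = 0.114 each), and neither is independent evidence, as above. Of the 6, IL1B kept its call without ΔNLS clone 3 (0.0285) or 4 (0.0256), and the other 5 did not, at adjusted p of 0.128 to 0.207. PTGS2 (0.0939 and 0.0972), IL13RA2 (0.109 and 0.15) and OCIAD2 (0.143 and 0.145) lost theirs too. Without IL-33 clone 5, IL1RN (0.0372), CCL3 (0.0109), CXCL1 (0.048) and IL33 passed as well, and without clone 9 IL1RN did (0.0227). With the mean of all probe sets IL6 was at 2.82.

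Of the 10 genes furthest below ΔNLS in the IL-33 clones, 9 had a mean below background there, SERINC2 being the exception. The sizes and order of these 9 rest on signals not above background. With the IL-33 mean set to 4.80 they ran from -2.48 for PAGE1 to -5.32 for VCX, with NRXN3 at -3.12 and DMD at -3.43. VCX was lower by 5.98 (log2 difference -5.98 ± 0.20, adjusted p = 0.000323), PASD1, another cancer-testis antigen, differed by -5.91 ± 0.22, and DMD, which encodes dystrophin, by -5.80 ± 0.26. UCA1, a long noncoding RNA, differed by -5.69 ± 0.27, NRXN3, a synaptic adhesion molecule, by -5.50 ± 0.46, ZNF423 by -5.42 ± 0.12, SERINC2 by -5.25 ± 0.23, SYT13 by -4.86 ± 0.49, PAGE1 by -4.63 ± 0.15, and CCN5, a secreted matricellular protein, by -4.54 ± 0.16. With the mean of all probe sets DMD was at -2.65 and SYT13 at -2.24. In 5697 genes IL-33 was higher and in 2924 lower (limma, adjusted p under 0.05), 850 and 456 at the study's threshold. These contrasts also hold the difference between the sets of arrays, which cannot be told apart from the construct. The share of higher calls was 66.1% as deposited, 42% (3538 higher, 4886 lower) with arrays centred on their median, which moved the median of all genes by -0.186, and 48.6% (3783 and 4007) after quantile normalization (-0.135). Of 340 olfactory receptor genes, a background set, 125 were higher and 22 lower as deposited, the same when adjusted over the list alone, 71 and 57 with centred arrays, and 58 and 63 after quantile normalization, which turned the direction (camera adjusted p = 0.114). In IL-33 against control 1 of them was higher and 1 lower, and in ΔNLS against control 24 and 75, which turned to 53 and 33 with centred arrays and 53 and 30 after quantile normalization. With a ΔNLS clone left out, the counts were 3264 to 3382 higher and 1346 to 1473 lower.

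The NF-κB list was called higher in IL-33 than in ΔNLS, with 18 of 32 higher, 3 lower and 11 not passed (camera, adjusted p = 0.0193; adjusted p = 0.703 with an estimated correlation), and 20 and 3 when adjusted over the list alone. The counts were also 18 and 3 under both other scalings. RELB was higher by 1.32 ± 0.11 and CD83, a marker of activated immune cells, by 1.64 ± 0.15 (0.84 with ΔNLS, which was below background, set to 4.80), and TNFAIP2, a gene induced by tumour necrosis factor, differed by -2.03 ± 0.22 (-0.81 with the mean of all probe sets). The call of the list ended without ΔNLS clone 3 (0.122) or 4 (0.121), and without the genes of the 7 chromosomes above (0.133). The hypoxia and glycolysis list was called lower, with 12 of 28 lower and 2 higher, and the same counts when adjusted over the list alone (adjusted p = 1.18e-05; adjusted p = 0.703 with an estimated correlation). With centred arrays 19 were lower and 1 higher, and after quantile normalization 9 and 1. SLC2A1, a glucose transporter, differed by -2.14 ± 0.35, PGK1 by -0.82 ± 0.14 and ENO1 by -0.48 ± 0.07, both enzymes of glycolysis. Of these, SLC2A1 lost its call without ΔNLS clone 4 (0.0833) and PGK1 without either clone (0.0651 and 0.0864). ENO1 was at -0.27 after quantile normalization.

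The cholesterol and fatty acid synthesis list was called lower in IL-33 than in ΔNLS, with 8 of 16 lower and 0 higher (camera, adjusted p = 8.07e-05; adjusted p = 0.703 with an estimated correlation), and 8 lower when adjusted over the list alone, 13 with centred arrays and 9 after quantile normalization. HMGCS1 differed by -2.07 ± 0.22 and SCD by -1.43 ± 0.17, whose call was lost without ΔNLS clone 3 (0.052) and with the mean of all probe sets (-0.74, adjusted p = 0.056). Cancer-testis antigens were called lower as a list (adjusted p = 0.000257; adjusted p = 0.703 with an estimated correlation), with 7 of 13 lower and 0 higher, also when adjusted over the list alone, CSAG1 by -2.01 ± 0.12 among them. A filter on genes below background ended that call (0.0561). Ribosomal protein genes were called lower as a list, with 25 of 35 lower and 2 higher, and 27 and 2 when adjusted over the list alone (adjusted p = 4.85e-10; adjusted p = 0.703 with an estimated correlation), and this call ended under quantile normalization (0.102; 13 lower, 2 higher). RPS3 differed by -1.30 ± 0.08. Extracellular matrix genes were lower as a list (adjusted p = 0.0234; adjusted p = 0.703 with an estimated correlation), with 16 of 40 lower and 7 higher, and 16 and 8 when adjusted over the list alone. COL5A1 differed by -2.67 ± 0.34, SPARC, a matrix glycoprotein, by -1.48 ± 0.20, and THBS2, thrombospondin 2, by 2.45 ± 0.15 (2.24 with ΔNLS set to background). The matrix call ended with arrays centred on their median (0.191), under quantile normalization (0.122), without IL-33 clone 5 (0.0611), without ΔNLS clone 4 (0.0736) and without the genes of the 7 chromosomes (0.162). Without ΔNLS clone 4, COL5A1 had an adjusted p of 0.0574, and SPARC 0.0572 and 0.0634 without ΔNLS clone 3 and 4.

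Among the 661 genes higher in IL-33 than in control, 249 were also higher in IL-33 than in ΔNLS and 120 were lower. Among the 726 lower genes, 196 were also lower in IL-33 than in ΔNLS and 207 were higher. The rest did not pass the test between the constructs. No gene list was called in any of the 3 comparisons with an estimated correlation, where the smallest adjusted p were 0.239, 0.432 and 0.703, against 8, 5 and 6 of 31 lists with the preset one.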

Values the study reported

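For clones with full-length IL-33 against control cells, the study reported that 340 genes went up and 377 went down, at a fold change of 2.0 or more and a false discovery rate of 0.01. In conditioned medium, it reported more IL-1β than control (p = 0.031) for the clones with full-length IL-33, and more LIF (p = 0.018) and IL-6 (p = 0.029). For ΔNLS cells against control, the value it gave for CCL2 was p = 0.035. The study also reported differences from control in IL-8 and the IL-1 receptor antagonist with full-length IL-33. With ΔNLS it reported them in CCL3 and IL-33.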

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

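The tests of the spike-in transcripts and of quantile normalization weighed here were chosen after the results were seen. In 33 genes the 2 constructs differed from the control in opposite directions and from each other. Of these, 16 were higher with IL-33 and lower with ΔNLS, and 17 the reverse. The largest differences between the constructs among them, chosen after their values were seen, were in ADA, adenosine deaminase (-4.45), CPA4, a carboxypeptidase (-4.13), and CYTIP, a cytohesin-binding protein (-3.85), all lower with IL-33. Probe sets that the comparisons do not use also differed in the ΔNLS arrays. The poly-A spike-ins lay up to 2.39 below the control (-2.39), the hybridization spike-ins up to 0.91 above it, and the rRNA probe sets up to 3.14 below it (-3.14). No group had enough arrays for a test of single arrays.

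The ΔNLS arrays stood apart from the other 4. Of the genes called at least 2-fold apart between the constructs, 72.3% (1075 of 1487) stayed so after quantile normalization over all 6 arrays. The different distributions of the arrays are thus not the whole cause. That step cannot undo shifts of single genes from separate processing of the sets, so separate normalization stays open. Another labelling or hybridization run of the ΔNLS arrays may be part of the cause, since the poly-A spike-ins, which do not come from the cells, were lower than in the control by 1.58 even in the closer array (-1.58). The missing nuclear signal is the biological explanation that the design names. It was not tested apart from the run, the level of IL33, the lost chromatin-binding motif or the secretion of the ΔNLS protein. No ΔNLS clone was among the first 4 arrays, and no control was run beside the ΔNLS clones as far as the labels show.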

How the results depend on the processing

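The setting without the genes of the shifted chromosomes was chosen after the data were seen. No paired analysis was possible because the constructs share only clone number 3 and the control carries none. Of 1151 values of named genes in IL-33 against control, 810 kept direction and side of the threshold, 339 lost the call, 1 gained it and 1 reversed; of 1595 in IL-33 against ΔNLS 1511, 73, 5 and 6; of 1600 in ΔNLS against control 1474, 100, 21 and 5. With only the compared groups fitted, IL-33 against control had 0 higher and 0 lower calls (limma; 2534 and 1911 at an unadjusted p under 0.05), 0 and 0 at the study's threshold, and 0 shared with ΔNLS. With 1 clone left out, IL-33 against control had 0 to 765 higher and 0 to 885 lower calls (0 to 57 and 0 to 60 at the study's threshold), IL-33 against ΔNLS 3264 to 5404 and 1346 to 3023, ΔNLS against control 1237 to 3079 and 2370 to 4625, and 0 to 1218 were shared. Fewer arrays leave fewer degrees of freedom. The IL33 difference was 3.93 to 5.48 then, and it passed at 5.48, with the mean of probe sets (4.37) and with the filter on dim genes (4.63), which tests fewer genes. A robust prior gave 114 higher and 162 lower genes at the study's threshold. The filter gave 97 higher there, 3147 higher in IL-33 against ΔNLS and 2484 lower in ΔNLS against control. With centred arrays IL-33 against ΔNLS had 3538 higher and 4886 lower calls and ΔNLS against control 4241 and 2822, and quantile normalization gave 3783 higher in the former. Without the shifted chromosomes 408 genes were lower in IL-33 against control and 611 were shared. Directions reversed, with no call in the new direction except for EHMT1 in IL-33 against ΔNLS, for CCL2 (IL-33 against ΔNLS, -1.21 to 0.30 with 1 clone left out), CXCL1 (IL-33 against control, -0.058 to 0.92), CCL3 (ΔNLS against control, 0.068 centred, 0.19 quantile), and with the mean of probe sets for EHMT1 (0.30 in IL-33 against ΔNLS, -0.11 in ΔNLS against control), NID1 (-0.26 and 0.25), H2BC6 (0.19), MT2A (-0.019) and TP53INP1 (0.25) in IL-33 against ΔNLS, and ERG (-0.10) in ΔNLS against control. Except where stated, the cause was not tested. Signal over background limits genes below 4.80.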

Other observations

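The tests of shared differences, background levels, chromosomes, signal level and parts of chromosomes in this section were chosen after the results were seen. Other genes differed in IL-33 against control too. CXCL14, a chemokine, rose by 3.37, and CCL26, a chemokine for eosinophils, fell by 2.23. CTSS, a lysosomal protease of antigen processing, rose by 2.41 and ADAMTS5, which cleaves aggrecan, by 3.24. HLA-DMA, which loads peptides on MHC class II, fell by 1.26 and HLA-DMB, its partner, by 1.63. HMOX1, which degrades heme, rose by 1.49, NES, an intermediate filament of neural progenitors, fell by 1.70, and SPRY2 and DUSP6, inhibitors of growth factor signalling, rose by 2.15 and 1.54 (limma, adjusted p = 0.00582 for CXCL14 to 0.0359 for HLA-DMB). Without IL-33 clone 9 the calls of DUSP6 (0.0545), HLA-DMA (0.0546), HLA-DMB (0.0556) and HMOX1 (0.08) were lost, that of HLA-DMB also without clone 3 (0.0572), and those of all 10 genes named here without either ΔNLS array. CXCL14 was at 1.86 with the mean of all probe sets, and at 2.08 with the control, which was below background, set to 4.80.

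At the study's threshold, 60 genes were higher and 92 lower in IL-33 against control in limma. Both counts are lower than those quoted from the study above, for which its methods name another test. The limma counts took their spread from the ΔNLS arrays as well. With only the control and IL-33 arrays in the fit both were 0. At an adjusted p under 0.05 and at least 2-fold, 300 genes were higher and 357 lower in the fit of all arrays.

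The control differed from all 5 clones in the same genes. Shifts of whole chromosomes are excluded as the whole cause, since the covariance of the differences of both constructs from the control was 0.244 without the genes of the shifted chromosomes and 0.26 with them. Chance values of the control array stay open, since that covariance holds the control's own spread, which 1 array cannot give. Simulations that took it to be the clones' gave at most 0.0296. Their r of 0.676 to 0.727, against the 0.601 measured, follows from the numbers of arrays and is no evidence either way. A difference between the control cells and the cells the clones came from, with no part of IL-33, may lie behind it, and with a number of control arrays of 1 it cannot be told apart from an effect common to both constructs.

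Genes of chromosomes 4 and 14 were lower in all 5 clones. The median closest to 0 in the 3 IL-33 clones was still -0.27 after quantile normalization. The control and IL-33 arrays had nearly the same distribution before that step, so it could hardly exclude normalization between arrays. For the IL-33 clones the signal level of the genes is excluded as the whole cause. The ΔNLS clones were not tested for it. Against all genes of the same level, the shift was -0.562 and -0.498 on chromosome 4 and -0.442 and -0.44 on chromosome 14 in the middle and high of 3 sets of genes by level, below all random sets, and -0.394 and -0.126 in the set nearest background. Fewer copies of both chromosomes in the clones than in the control are a candidate explanation. In IL-33 against control each chromosome, split into 2 parts along its length, had medians of -0.286 or lower in each part. The explanation is a hypothesis only, found and tested on the same arrays, and no DNA was measured.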
